# Glucocorticoid-Regulated Kinase CAMKIγ in the Central Amygdala Controls Anxiety-like Behavior in Mice

**DOI:** 10.3390/ijms232012328

**Published:** 2022-10-14

**Authors:** Marcin Piechota, Urszula Skupio, Małgorzata Borczyk, Barbara Ziółkowska, Sławomir Gołda, Łukasz Szumiec, Klaudia Szklarczyk-Smolana, Wiktor Bilecki, Jan Manuel Rodriguez Parkitna, Michał Korostyński

**Keywords:** Camk1g, glucocorticoids, glucocorticoid receptor, anxiety, amygdala, fear-conditioning, gene expression

## Abstract

The expression of the Calcium/Calmodulin-Dependent Protein Kinase I gamma (encoded by the Camk1g gene) depends on the activation of glucocorticoid receptors (GR) and is strongly regulated by stress. Since Camk1g is primarily expressed in neuronal cells of the limbic system in the brain, we hypothesized that it could be involved in signaling mechanisms that underlie the adaptive or maladaptive responses to stress. Here, we find that restraint-induced stress and the GR agonist dexamethasone robustly increase the expression of Camk1g in neurons of the amygdalar nuclei in the mouse brain. To assess the functional role of Camk1g expression, we performed a virally induced knock-down of the transcript. Mice with bilateral amygdala-specific Camk1g knock-down showed increased anxiety-like behaviors in the light-dark box, and an increase in freezing behavior after fear-conditioning, but normal spatial working memory during exploration of a Y-maze. Thus, we confirm that Camk1g is a neuron-specific GR-regulated transcript, and show that it is specifically involved in behaviors related to anxiety, as well as responses conditioned by aversive stimuli.

## 1. Introduction

Environmental stressors elicit a whole range of physiological and behavioral responses. Although these responses aim to adapt the organism to stress, at times the reaction to stress results in pathology. Disorders with onset associated with stressful events are debilitating and include post-traumatic stress disorder, anxiety disorders, obsessive compulsive disorder, major depression, and other mood disorders [1,2,3]. A therapeutic target that could help to prevent the translation of stress into anxiety and other psychiatric conditions would be of great benefit to the society.

The biological mechanisms involved in the translation of stress responses into neuropathology are only partially known. After a stressful situation, the hypothalamic–pituitary–adrenal (HPA) axis becomes activated, and glucocorticoids (GCs) are released. GCs activate the glucocorticoid receptor (GR), which acts as a transcription factor. The HPA axis dysregulation is implicated in the etiopathology of stress-related psychiatric disorders [4,5]. GR is expressed in the limbic system of the brain including the amygdala, which is considered to be the central brain region involved in the translation of stress into anxiety [6,7,8]. Importantly, GR signaling in the amygdala plays a protective role in order to mitigate the effects of stress [9]. GR presence in the central amygdala (CeA) is also necessary for the conditioning of fear responses [10]. In this region, GR is expressed both in neurons and in astrocytes, and depressed human subjects have been shown to have higher GR levels in the amygdala [11]. As a transcription factor, GR controls the expression of a number of genes in the brain [12]. Still, individual molecular factors that could be responsible for translating its effects into behavioral states are yet to be determined.

Here, we investigate a gene that could serve as a link between GR and anxiety-related behaviors. Camk1g is predominantly expressed in neurons of the limbic system including within the amygdala [13]. Our group has previously shown that its transcription in neurons is triggered by glucocorticoids and that this gene is not expressed in glial cells [14]. We postulate that Camk1g may be involved in the neuroadaptive action of glucocorticoids released in response to stress. This hypothesis is further supported by the fact that CaMKIγ was shown to induce CREB phosphorylation and gene expression in cells, including brain neurons, and therefore can act as a cell transcription program regulator downstream of the GR [15,16]. In this study, we investigated the specific transcriptional regulation of Camk1g in the amygdala after both acute stress and treatment with the GR agonist dexamethasone. Next, the effect of Camk1g knockdown in the mouse amygdala on anxiety-related phenotypes was studied.

## 2. Results

### 2.1. Camk1g Distribution, Regulation and Induction after Stress

Our group has previously shown that transcription of Camk1g in neurons is triggered by glucocorticoids and that this gene is not expressed in glial cells [14]. Here, we examined the spatial pattern of GR-dependent Camk1g expression in the mouse forebrain. This analysis was performed using in situ hybridization in the brains of control and dexamethasone (DEX)-injected animals (Figure 1a). In agreement with a previous report [16], high expression of Camk1g was observed in control animals only in the central nucleus of the amygdala (CeA) and the ventromedial hypothalamic nucleus (VMH). A much lower expression level was detected in the CeA efferent structure, the bed nucleus of stria terminalis (BNST) [17], as well as in the hippocampus and throughout the cortex (most distinctly in the medial frontal cortex).

Following DEX administration, the Camk1g gene was markedly up-regulated in the CeA, while less pronounced changes were observed in the VMH and BNST (Figure 1b). Interestingly, we also found a striking Camk1g gene induction in the lateral septum and the striatum, where it was particularly strong in the olfactory tubercle, the medial part of the caudate/putamen, and the nucleus accumbens core (Figure 1a).

The CeA has been long-known to be involved in mediating behavioral effects of restraint stress [18]. In order to uncover the possible role of the Camk1g in the adaptation of mice to stress, we proceeded to investigate the role of this gene in the amygdala. In the in situ hybridization, we showed that GR stimulation induced Camk1g expression in the CeA (Figure 1a,b). However, it was not known if stress would have similar effects. Here, we reviewed microarray profiling performed by our group [19] and sought to detect Camk1g mRNA levels in the amygdala following a session of restraint stress. 

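Amygdala RNA of 5 C57BL/6J mice taken 2 h after a single restraint session of 30 min and of 5 C57BL/6J control mice was hybridized to Illumina mouse whole-genome BeadChips, with 1 array per mouse and 1 colour per array. These 10 arrays are part of a set of 70 that also covers the SWR/J strain, mice given footshocks, and mice re-exposed to a context 14 days after footshock. Of the 70 arrays, 69 fall into 12 groups of strain and treatment, and 1 with contradictory labels was not assigned to a group. The methods give an age of 10 to 14 weeks, and the sample labels give 8 to 10 weeks. The authors deposited the linear intensity of each of 45281 probes without normalization, and a second table of log2 intensities of the same arrays whose values are those of a quantile normalization over all 70 arrays. The median signal was between 144 and 209 on the control arrays and between 147 and 262 on the restraint arrays. The unnormalized signals carry no detection p-values and no control probes, so background was corrected with normexp and an offset of 50, and the 10 arrays were then quantile normalized together and log2 transformed. Probes with a mean above the median of all probes were kept, and the brightest probe stood for each gene, which left 15395 features, 11757 of them with a gene symbol. Restraint and control mice were compared with limma, with Benjamini-Hochberg adjustment over these features. The 10 arrays lay on 10 different chips in 2 series of chip numbers, and each series held both groups, with 2 mice per group in the first and 3 per group in the second. The normalization, the choice of probe, array weights and the arrays in the fit are steps whose alternatives changed a value or a count, and the number of arrays limits the precision.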

We observed an upregulation of Camk1g expression in the amygdala region after a single session of restraint stress (Figure 1c).

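Camk1g was brighter in restrained than in control mice at its brighter probe (ILMN_2856865), with a log2 intensity of 8.39 ± 0.11 (SD, n = 5 mice) against 8.09 ± 0.16 (SD, n = 5). The difference of 0.30 on the log2 scale (SE 0.11) is 1.23-fold, and each of the 5 restrained mice lay above each of the 5 control mice (two-sided exact permutation test, p = 0.00794, the smallest p that 5 mice against 5 allow). Camk1g did not pass limma's test over all features (adjusted p = 0.883). At its dimmer probe (ILMN_1228546) the difference was 0.03 (exact permutation test, p = 0.802). Of 14 measured genes on a list of calmodulin-dependent kinases, calmodulin and Creb1, none passed limma's test in either direction, also when adjusted over the list alone, and 1, Camk1g, had an unadjusted p under 0.05. The related kinase genes Camk1d and Pnck had log2 differences of -0.27 (SE 0.18) and -0.15 (SE 0.11), and Camk1 and Camk4 had 0.04 (SE 0.17) and -0.10 (SE 0.10). The Camk1g difference was 0.14 within the first chip series and 0.41 within the second, and it was 0.30 (SE 0.14) with the chip as a block over 69 arrays. The paper had found that stimulation of the glucocorticoid receptor induced Camk1g in the CeA and asked whether stress acts in a similar way. From the heatmap of these 10 arrays (Fig. 1c), it states that Camk1g was upregulated in the amygdala after restraint, and it gives this among its reasons for silencing the gene in the CeA.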

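Over the whole array, 11 of the 15395 features rose after restraint and none fell at an adjusted p under 0.05 from limma, and 690 had an unadjusted p under 0.05. Those 690 are a smaller share than the 0.05 that chance alone gives. Among the 11 features, 7 belong to lists of glucocorticoid-induced or immediate early genes. Outside these lists, Dusp4, which encodes a phosphatase of MAP kinases, rose by 1.04 on the log2 scale (SE 0.15, adjusted p = 0.0276), and Fas, which encodes a death receptor, rose by 0.69 (SE 0.10, adjusted p = 0.0217). A probe with no gene symbol here (ILMN_2486012) rose by 1.32 (SE 0.12, adjusted p = 0.000572), and Abcc4, a transporter gene named after its values were seen, rose by 0.55 (SE 0.09, adjusted p = 0.0498). In each of the 11 features all 5 restrained mice lay above all 5 control mice. That separation adds little, because the features were chosen by their difference on these same arrays. The count was 4 without control replicate 1, restraint replicate 4 or restraint replicate 5, 5 without restraint replicate 1 or 2, 6 without control replicate 3 and 7 without control replicate 2. It was 0 within the first chip series and 1 within the second, 3 without the 3 arrays that stand apart on the first principal component, 6 with the methods' t-test after Benjamini-Hochberg adjustment, 56 (46 higher and 10 lower) with all 69 arrays in the limma fit and 109 with the chip as a block in that fit.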

### 2.2. Behavioral Consequences of Camk1g Knockdown in CeA

Next, we aimed to investigate the behavioral role of Camk1g in the CeA. We focused on CeA as it is one of the brain centers known to regulate physiological and behavioral responses to stress including adaptation [20,21,22], it was one of the regions where DEX remarkably stimulated Camk1g expression, and restraint stress upregulated Camk1g mRNA in the amygdala. To knock-down (KD) Camk1g locally, we used an shRNA-mediated gene silencing approach delivered using lentiviral particles. First, we established the transfection efficiency using primary neuronal cultures at around 90% with a viral titer of 2.7 × 10^7^/μL (Supplementary Figure S1). Then, we evaluated the efficiency of Camk1g KD with qPCR and determined that the shRNA targeted towards Camk1g lowered the expression of this gene by 59% as compared with a control shRNA (Supplementary Figure S2). For in vivo experiments, shRNA-containing lentiviral particles were injected bilaterally into the CeA of adult male mice. An example representation of transgene expression is presented in Supplementary Figure S3. We further confirmed the effectiveness of Camk1g KD at the protein level with an immunofluorescent approach (Supplementary Figure S4), where Camk1g-KD animals had markedly downregulated overlap between the Camk1g protein signal and GFP signal as compared with control animals (6% for Camk1g-KD vs. 28% for controls). We, therefore, concluded that the shRNA efficiently lowers Camk1g expression in the CeA.

The amygdala plays a central role in anxiety-like responses to emotionally arousing situations, and stress hormones acting through the GR are thought to be one of the pivotal effectors in this process [23]. Here, we have assessed the behavior of CeA Camk1g knockdown (CeA-Camk1g-KD) mice in a series of tests that measure stress-induced memory formation and expression as well as anxiety-like behavior and working memory.

To measure stress-induced memory formation and expression, we performed a fear conditioning test using foot shocks (5 × 0.4 mA) paired with a tone as aversive stimuli. Both CeA-Camk1g-KD and control mice showed a gradual increase in freezing after each consecutive foot shock delivered during fear conditioning training (time effect: F4,96 = 37.66, *p* < 0.0001), indicating that learning occurred in both groups. However, CeA-Camk1g-KD mice presented overall higher freezing reactions when compared with their control littermates (genotype effect: F1,24 = 6.387, *p* = 0.0185) (Figure 2a). Post hoc analysis using the Bonferroni test indicated that the only point with a significant difference was after the fourth consecutive shock (t120 = 2.652, *p* < 0.05).

We then measured conditioned fear expression in two subsequent retrieval sessions. When compared to control mice, significant increase in freezing was detected in CeA-Camk1g-KD mice (F1,24time 6.472, *p* = 0.0178; F1,24genotype = 5.409, *p* = 0.0288; F1,24int = 0.9707, *p* = 0.3343) (Figure 2b). Post hoc analysis using the Bonferroni test indicated that the difference was significant during the first retrieval session (t48 = 2.458, *p* < 0.05). What is more, CeA-Camk1g-KD mice spent less time in the light area of the light-dark box, which is aversive to anxious mice (t24 = 2.522, *p* = 0.0187). Latency to enter the light compartment remained unchanged (t24 = 1.405, *p* = 0.1729) (Figure 2c,d).

Finally, to additionally control for the potential effect of CeA-Camk1g-KD on memory, we performed a Y maze test. In the Y maze, the frequency of entering the least recently visited arm is an indication of a functioning working memory. In the test, we did not detect any differences in working memory between CeA-Camk1g-KD mice and control mice (t23 = 1.046, *p* = 0.3066) (Figure 2e).

## 3. Discussion

Here, we have used a multiple-technique approach, including shRNA-mediated gene silencing, to show the role of Camk1g expression in stress-related phenotypes. This resounds with our previous findings which showed neuronal changes in gene expression after pharmacological disruptions of the central nervous system function [14,24,25]. CaM kinases were previously identified as crucial factors for neuroplasticity. For example, the calcium-calmodulin-dependent kinase II (CaMKII) is critical for the early phase of LTP. Thanks to the autophosphorylation mechanism, CaMKII can sustain its activity far longer than the initial pulse of calcium, and further activate downstream processes resulting in synaptic change [26]. The next prominent example is calcium-calmodulin-dependent kinase IV (CaMKIV) which is an important activator of CREB transcription factor [27]. Inhibition of CaMKIV impairs the late phase of LTP [28]. CaMKIγ has been recently identified as one of the central genes of a co-expressed gene module regulated in schizophrenia; thus, it may also be involved in other affective disorders [29]. Although CaMKIγ is often overlooked among other calcium-dependent kinases, our study for the first time shows a key role of this protein kinase in the action of glucocorticoids in stress.

First, we decided to inspect the spatial distribution of Camk1g in the central nervous system. In agreement with the initial report by Takemoto-Kimura et al. [16], using in situ gene expression analysis of Camk1g, we found that its basal expression is restricted to the limbic system, including subregions of the extended amygdala, hippocampus, hypothalamus, and the medial frontal cortex. The highest Camk1g expression was observed in a group of interconnected structures: CeA, BNST and the VMH. CeA is a major output nucleus of the amygdala, whose projections to the brainstem and hypothalamus (part of them via the BNST [17]) mediate conditioned fear responses such as freezing, autonomic arousal and stress hormones release [20,30,31]. In turn, the VMH, receiving inputs from the olfactory system via the medial amygdala and BNST [32,33,34], plays a major role in the innate defensive reactions to threat such as a predator, as well as in sexual behaviors [35,36]. The abundant expression of Camk1g in such a set of brain regions alone suggests the potential impact of this kinase on emotion processing, particularly on the stress-related conditioned and unconditioned fear.

Therefore, we inspected the influence of glucocorticoids and stress on Camk1g gene expression. The effects of glucocorticoids on the central nervous system are well known [37]; however, molecular pathways through which these effects are carried out are still not widely understood. A synthetic glucocorticoid, dexamethasone (DEX), activated Camk1g in multiple brain areas. We found a conspicuous induction of the Camk1g gene by DEX in the medial parts of the striatum and in the lateral septum, which resembled that observed in our previous study after morphine administration [25].

Among the structures with a high basal expression of the gene, the CeA showed the most pronounced change in the Camk1g transcript level. Glucocorticoid hormones-induced molecular alterations within the CeA, such as Camk1g up-regulation, may be considered as a candidate mechanism of stress-elicited emotional disturbances, taking into account the major role that CeA plays in the expression of fear and stress reactions [21,30,38]. For that reason, we focused our further efforts on this particular nucleus. The DEX activation of Camk1g together with a previously published microarray dataset from the amygdala of mice subjected to restraint stress [19], show that the amygdalar Camk1g is up-regulated not only by exogenous GR agonist administration but also as a result of physiological stress.

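Genes that glucocorticoids are known to induce rose together in the amygdala of the restrained C57BL/6J mice. Of 25 measured genes of this list, 5 rose and none fell at an adjusted p under 0.05 from limma, and 20 rose and none fell when adjusted over the list alone. Plin4, which encodes a lipid droplet protein, rose by 1.87 on the log2 scale (SE 0.12, adjusted p = 2.12e-05), and Sult1a1, which encodes a sulfotransferase, rose by 1.08 (SE 0.12, adjusted p = 0.00628). Tsc22d3, which encodes the glucocorticoid-induced leucine zipper, rose by 1.05 (SE 0.13, adjusted p = 0.00907), and the kinase genes Sgk1 and Map3k6 rose by 0.99 (SE 0.13, adjusted p = 0.0138) and 0.69 (SE 0.09, adjusted p = 0.0148). Cdkn1a, which encodes a cell cycle inhibitor, had a log2 difference of 1.06 (SE 0.19, adjusted p = 0.100). The list's median log2 difference was 0.49, positive in 23 of the 25 genes (limma's camera with a preset correlation of 0.01, adjusted p = 5.02e-43 over 18 lists; adjusted p = 0.000568 with an estimated correlation; fry, adjusted p = 3.65e-05). On values normalized over 69 arrays, the mean of the list was higher in each restrained mouse than in each control mouse (two-sided exact permutation test, p = 0.00794). The median was 0.55 within the first chip series and 0.49 within the second, with adjusted p = 0.122 and adjusted p = 0.0777 with an estimated correlation in these smaller sets, and 0.42 with the chip as a block over 69 arrays (adjusted p = 7.58e-09 with an estimated correlation).

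**Figure D1:**
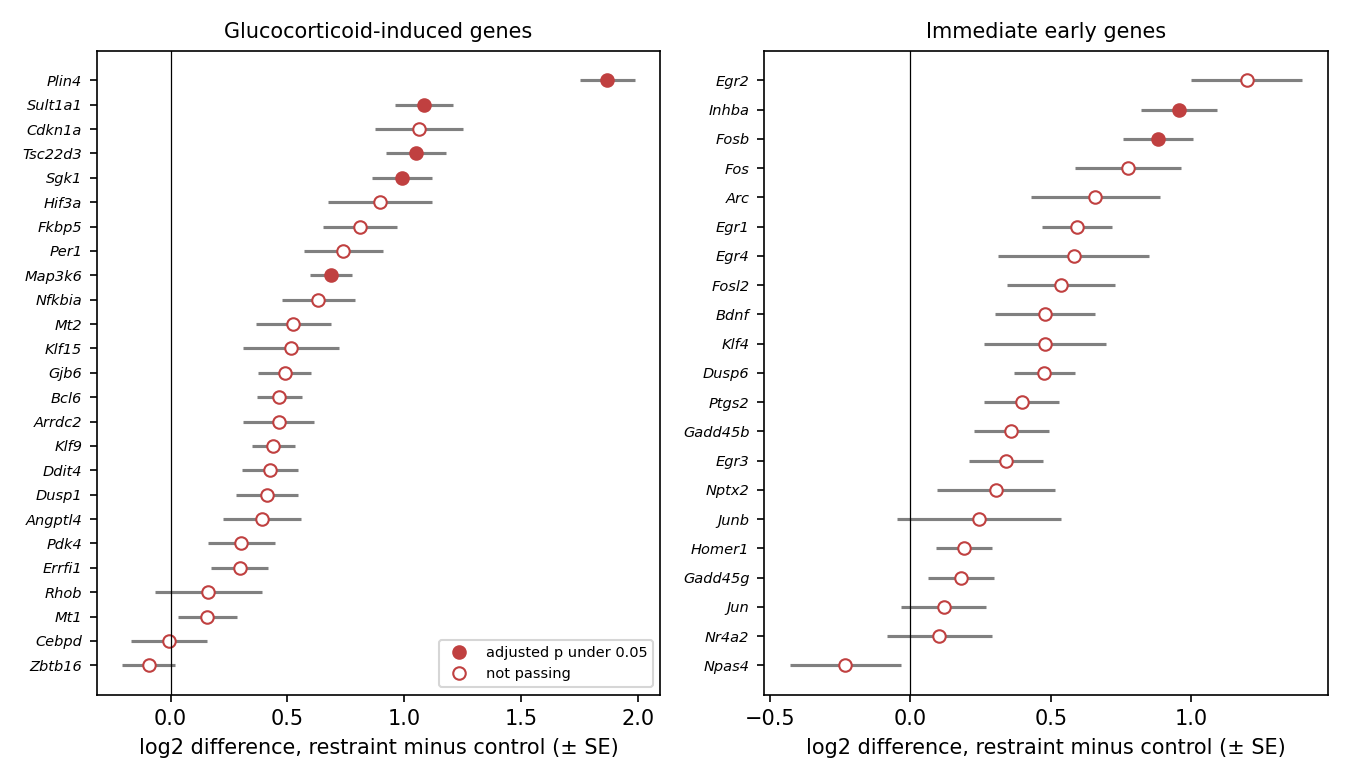
Log2 difference of each measured glucocorticoid-induced gene (left) and immediate early gene (right) between 5 restrained and 5 control C57BL/6J mice; points are limma's estimates, bars are 1 SE, and filled points passed an adjusted p under 0.05 over all features. On the left 23 of 25 points and on the right 20 of 21 points lie above 0.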

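Immediate early genes, which mark recent neuronal activity, were also higher after restraint. Of 21 measured, 2 rose and none fell at an adjusted p under 0.05 from limma, and 12 rose and none fell when adjusted over the list alone. Inhba, which encodes an activin subunit, rose by 0.96 on the log2 scale (SE 0.13, adjusted p = 0.0217), and the transcription factor gene Fosb rose by 0.88 (SE 0.13, adjusted p = 0.0217). Egr2 and Fos had log2 differences of 1.197 (SE 0.197, adjusted p = 0.0618) and 0.78 (SE 0.19, adjusted p = 0.322). The list's median was 0.48 (limma's camera, adjusted p = 1.46e-22; adjusted p = 0.0129 with an estimated correlation), 0.49 and 0.34 within the first and the second chip series (adjusted p = 0.212 and adjusted p = 0.258 with an estimated correlation), and 0.48 with the chip as a block over 69 arrays. Of 19 heat shock and chaperone genes, none passed limma's test over all features and 5 had an unadjusted p under 0.05. When adjusted over the list alone, Hspb1 was higher, at 0.50 (SE 0.15), and Dnaja1 was lower, at -0.41 (SE 0.10). Their median was 0.23 (camera, adjusted p = 0.000777; adjusted p = 0.0190 with an estimated correlation), 0.22 and 0.17 within the 2 chip series, where the call was lost (adjusted p = 0.260 and adjusted p = 0.258 with an estimated correlation), and 0.22 with the chip as a block, and the call was also lost without control replicate 3 (median 0.15; adjusted p = 0.102 with an estimated correlation). Of 15 circadian clock genes, none passed limma's test over all features, 4 had an unadjusted p under 0.05, and 3 were higher when adjusted over the list alone, which were Per1, also on the glucocorticoid list, with 0.74 (SE 0.17), Bhlhe40 with 0.65 (SE 0.14) and Per2 with 0.43 (SE 0.13). Their median was 0.14 (camera, adjusted p = 0.000793; adjusted p = 0.0526 with an estimated correlation). It was 0.18 without control replicate 2 and 0.19 without restraint replicate 5, where the list passed with an estimated correlation (adjusted p = 0.0224 and adjusted p = 0.0447), 0.0889 without control replicate 5, 0.0891 without control replicate 3, 0.0937 without control replicate 1 and 0.0949 without restraint replicate 2. The clock list's median was 0.26 and 0.06 within the 2 chip series and 0.17 with the chip as a block.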

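Genes of the stress axis and of steroid receptors and markers of the cell types in the dissected tissue gave no call with limma's camera and an estimated correlation, and none of their members passed limma's test over all features or when adjusted over the list alone. Of the 10 stress axis genes measured, none had an unadjusted p under 0.05. Crhr1, which encodes a receptor of corticotropin-releasing hormone, had a log2 difference of 0.34 (SE 0.19), and Nr3c1, which encodes the glucocorticoid receptor, had 0.06 (SE 0.27). The median was 0.02 for this list and 0.08 for 7 central amygdala markers, among them Prkcd with 0.31 (SE 0.15). These 2 medians ran from -0.06 to 0.05 and from 0.04 to 0.21 when 1 array was left out. Striatal markers had a median of 0.21 over 12 genes (camera with the preset correlation, adjusted p = 0.00904; adjusted p = 0.623 with an estimated correlation), which was 0.51 within the first chip series and -0.00235 within the second, 0.111 without control replicate 2, 0.115 without restraint replicate 3, 0.135 without control replicate 3 and 0.324 without control replicate 4, with Drd2 at 0.30 (SE 0.32). Choroid plexus markers had a median of 0.31 over 8 genes (adjusted p = 0.741 with an estimated correlation), which was -0.44 within the first chip series and 0.73 within the second and ran from -0.000679 to 0.48 when 1 array was left out, with Ttr at 0.77 (SE 0.62). Markers of excitatory cortical and basolateral amygdala neurons had a median of -0.07, of GABAergic interneurons 0.05, of the hypothalamus 0.04, of oligodendrocytes 0.09, of astrocytes 0.01, of microglia 0.01, of endothelial and mural cells 0.01 and of red blood cells -0.07. When 1 array was left out, each of these medians took both signs, except that of GABAergic interneurons. Over these lists of cell type markers, 7 genes had an unadjusted p under 0.05, 4 of them endothelial and mural cell markers, of which 2 were higher and 2 lower. The 4 members of that list with the largest differences were Slc2a1 with 0.73 (SE 0.21), Ly6c1 with 0.52 (SE 0.17), Pdgfrb with -0.36 (SE 0.20) and Cldn5 with -0.35 (SE 0.17). Pdgfrb and Cldn5 are not the 2 lower ones counted, since their unadjusted limma p was 0.101 and 0.0607.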

Finally, we aimed to investigate the role of CAMKIγ in the CeA in the stress response. Despite major limitations, the fear conditioning procedure used in the study is still regarded as a model for the stress-related pathogenesis of anxiety disorders [39]. Animals with Camk1g knockdown displayed higher freezing during acquisition and in the first response to a cue. Furthermore, we used the light-dark box test, which is a model allowing to screen for unconditioned anxiety responses in rodents. Camk1g knockdown animals presented higher anxiety in this test.

In the central nervous system, CAMKs play crucial roles in several neural processes, such as mobilization of synaptic vesicles, modulation of ion channels, regulation of gene expression, regulation of muscle contraction, and LTP [40]. Although not much is known about substrate specificity of particular CAMKs, there are studies that suggest at least some degree of their selectivity. For example, activity-dependent cap-dependent translation, but not cap-independent translation, is sensitive to knockdown of CaMKIγ and CaMKIβ but not to knockdown of CaMKIα, CaMKIδ, or CaMKII [41]. Through this mechanism, glucocorticoids could enable activity-dependent translation in particular neuronal circuits.

Our data present a coherent picture of CaMKIγ involvement in neural adaptations after stress. The stress involves an increase in the level of glucocorticoids. This recruitment of the hypothalamic–pituitary–adrenal axis results in the modulation of downstream circuits, such as neuronal pathways in the limbic system. This modulation is manifested by the regulation of Camk1g. Similarly to the suppressive effects of glucocorticoids on the immune system or suppressive effects on AVP release during hemorrhage, here the glucocorticoids prevent the “overshooting” of a stress response. How this overshoot affects further glucocorticoid levels in the absence of or during stress requires further investigation. Nevertheless, without Camk1g, freezing after stress is higher. This ultimately shows that glucocorticoids not only increase stress effects but can also prevent dysfunctional and maladaptive responses.

## 4. Materials and Methods

### 4.1. Animals

Adult male (10 to 14 weeks old at the beginning of experiments) C57BL/6J mice (Jackson Laboratory, Bar Harbor, ME, USA) were housed 7 to 10 per cage under a 12 h dark/light cycle (lights on at 7 a.m.) with free access to food and water. Animals weighing 21 to 31 g were used throughout the experiments. All animal experiments were performed in accordance with the Directive 2010/63/EU of the European Parliament and of the Council of 22 September 2010 on the protection of animals used for scientific purposes, and were approved by the II Local Bioethics Commission (Kraków, Poland; permission number 84/2018).

### 4.2. Dexamethasone Administration and In Situ Hybridization

The animals were sacrificed 4 h after the i.p. injection with 16 mg/kg dexamethasone phosphate (DEX; Dexaven, JELFA S.A., Jelenia Góra, Poland) or saline. After sacrifice, the brains were removed and frozen on dry ice. They were then cut into 12 μm thick coronal sections on a cryostat microtome CM 3050S (Leica Microsystems, Nussloch, Germany), and the sections were thaw-mounted on gelatin-chrome alum-coated slides and processed for in situ hybridization. The hybridization procedure was performed as previously described [42]. Briefly, the sections were fixed with 4% paraformaldehyde, washed in PBS and acetylated by incubation with 0.25% acetic anhydrite (in 0.1 M triethanolamine and 0.9% sodium chloride). The sections were dehydrated using increasing concentrations of ethanol (70 to 100%), treated with chloroform for 5 min and rehydrated with decreasing concentrations of ethanol. The sections were hybridized for 15 h at 37 °C with an oligonucleotide probe complementary to Camk1g cDNA (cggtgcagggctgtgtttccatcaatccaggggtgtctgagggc; accession No.: NM_144817.2). The probes were labeled with 35S-dATP (Hartmann Analytic, Braunschweig, Germany) by the 3’-tailing reaction using terminal transferase (MBI Fermentas, Vilnius, Lithuania). After hybridization, the slices were washed three times for 20 min with 1 × SSC (0.15 M sodium chloride, 0.015 M sodium citrate)/50% formamide at 40 °C and twice for 50 min with 1 × SSC at room temperature. Then, the slices were dried and exposed to phosphorimager plates (Fujifilm, Tokyo, Japan). The hybridization signal was digitized using a Fujifilm BAS-5000 phosphorimager and Image Reader software (Fujifilm). Where appropriate, the ISH signal was quantified using the MCID Elite system (Imaging Research, St. Catharines, Ontario, Canada). Mean signal density, expressed in photostimulated luminescence units/mm2, was measured in selected brain regions. The background signal was measured over the corpus callosum and was subtracted from the hybridization signal in the regions of interest.

### 4.3. Restraint Stress and Microarray Analysis

The whole-genome profiling of animals after restraint stress has been published previously [19] and the data are available in GEO [GSE74002]. Briefly, a procedure [43] was used to induce an uncontrollable aversive situation that produces both physical and psychological acute stress. The animals were put for 30 min into a plastic cylindrical tube with breathing holes and an aperture in the cap for the tail. After the restraint procedure, the animals were returned to their cages. Each animal was exposed to a single restraint session. The animals were sacrificed 2 h after the restraint session. Samples containing all amygdalar nuclei were dissected. RNA was isolated according to the manufacturer’s protocol and was further purified using the RNeasy Mini Kit (Qiagen Inc., Valencia, CA, USA). A starting amount of 200 ng high-quality total RNA was used to generate cDNA and cRNA using the Illumina TotalPrep RNA Amplification Kit (Illumina Inc., San Diego, CA, USA). Each cRNA sample (1.5 μg) was hybridized overnight to MouseWG-6 v2 BeadChip arrays (Illumina) in a multiple-step procedure according to the manufacturer’s instructions; the chips were washed, dried, and scanned on the BeadArray Reader (Illumina). Raw microarray data were generated using BeadStudio v3.0 (Illumina). A total of 10 Illumina MouseWG-6 v2 microarrays were used for this analysis. Microarray analysis and quality control was performed using the BeadArray R package.

### 4.4. Cloning and Lentiviral Vectors Generation

shRNA targeting Camk1g Plasmid (pLKO5) encoding shRNA cassette targeting mouse Camk1g was purchased from Sigma Aldrich (St. Louis, MO, USA; clone ID: TRCN0000361994). During the amplification step of the shRNA Camk1g DNA fragment, SalI/XbaI cloning sites were added. Subsequently, the amplified DNA was cloned into LeGO-G plasmid (Addgene, Watertown, MA, USA; Cat. No.: #27347). To produce the lentiviral vectors, the LeGO-G plasmids encoding shRNA sequences: control (shRNA targeting nonmammalian turbo GFP protein) or targeting the Camk1g were used. Titers of both viruses were comparable and ranged between 1.13 × 108 and 2.19 × 108 transducing U/mL. Virus suspensions were stored at −70 °C until use and were kept on ice immediately before injection.

### 4.5. Primary Cultures

The ex vivo experiments were conducted using mouse striatal neurons and astrocytes from primary cultures [44]. Neuronal tissues were dissected from mouse embryos on 17th/18th day of gestation [45]. The tissues were separately cut into small pieces and digested with trypsin (0.1% for 15 min at RT). The cells were suspended in Neurobasal^®^ medium (Gibco Thermo Fisher, Waltham, MA, USA) supplemented with B27 supplement (Gibco Thermo Fisher) and plated onto polyornithine-coated multiwell plates (TPP, Trasadingen, Switzerland). This procedure typically yields cultures that contain >90% neurons. All cell cultures were maintained at 37 °C in a humidified atmosphere containing 5% CO2 for 7 days prior to experiments. For in vitro validation, cultures were transduced with Cre-independent LV (LeGO-G-shRNA) harboring the same control or shGR sequences. Ninety-six hours post-infection, cells were stimulated with 100 nM dexamethasone for 4 h. For transduction efficiency tests, cells were visualized with a fluorescent/bright-field microscope. To evaluate knock-down efficiency primary cell cultures were harvested in Trizol (Invitrogen, Carlsbad, CA, USA). Total RNA (500–1000 ng) was reverse-transcribed into cDNA using Omniscript RT Kit (Qiagen). cDNA corresponding to 5–10 ng of total RNA was used for qPCR utilizing TaqMan Universal PCR Master Mix (Applied Biosystems, Foster City, CA, USA) and commercial TaqMan probes for Camk1g (Applied Biosystems; 4331182 Mm00460641_m1). Assays were run on the iCycler (Bio-Rad, Hercules, CA, USA). Data were calculated according to ΔCt method, using Actb or Hprt as reference genes. Fold change of DEX-induced gene expression was calculated and presented as a ratio over SAL-induced expression.

### 4.6. Stereotactic Surgery

C57BL/6J mice were anesthetized intraperitoneally with ketamine (7.5 mg/kg) and xylazine (1 mg/kg) before being placed in a stereotactic frame. Subcutaneous lidocaine (0.1 mL at 0.5%) at the level of the skull was injected prior to surgery to induce analgesia. Eye dehydration was prevented by topical application of the ophthalmic gel. The skin above the skull was shaved with an electric razor and disinfected with iodine solution before an incision was made. Viral vectors were injected with a microsyringe (10μL Hamilton syringe with a 30-gauge beveled needle) attached to a pump (UMP3-1, World Precision Instruments, Sarasota, FL, USA). To target the central amygdala, viral vectors were injected bilaterally using the following coordinates (from Bregma): posterior: −1.1 mm, lateral: ±2.5 mm, ventral: 4.6 mm, with an injection volume of 400 nL. The syringe was left in place for an additional 10 min after each injection to ensure complete diffusion of the vector. Mice were injected with LV-pSico-shCamk1g or LV-pSico-shGFP (control construct), and tested 3–4 weeks post-surgery. The transduction site of viral vectors in the CeA of mice used in the experiments was verified by immunohistochemistry.

### 4.7. Immunostaining of Transduced Brain Slices

Animals were perfused with 4% paraformaldehyde (PFA) buffered with phosphate-buffered saline (PBS), brains were postfixed in 4% PFA, and stored in PBS. Serial 40-μm-thick coronal sections from control and Camk1g KD mice obtained with vibratome were processed in parallel. Free-floating sections were rinsed in PBS, incubated with 10% normal goat serum in PBS with 0.2% Triton X−100 (PBS-Tx) for 90 min at room temperature (RT), and incubated overnight at RT with antibodies: anti-CaMKIγ (Invitrogen, Carlsbad, CA, USA; Anti Camk1g rabbit, Cat. No. PA5-28580) diluted in PBS-Tx containing 1% normal serum. The next day, sections were washed in PBS and incubated for 90 min at RT with fluorophore-conjugated secondary antibodies (A11073, Thermo Fisher), diluted 1:250 in PBS-Tx containing 1% normal serum. Afterward, sections were washed, incubated for 10 min at RT with Hoechst (1:2000 dilution in PBS, H3570, Thermo Fisher), washed, and embedded in ProLong Diamond Antifade Mountant (P36965, Thermo Fisher). Imaging was performed with a fluorescent confocal microscope (Nikon, Tokyo, Japan; model A1R). The contrast and brightness were altered for illustration purposes using the Fiji software. Co-expression of shCamk1g (GFP) and CaMKIγ was determined using Synchronize Windows and Cell Counter plugins.

### 4.8. Fear Conditioning

The cue fear conditioning procedure was performed as previously described [46]. Briefly, the procedure consisted of two parts: training and retrieval. Training consisted of the application of 5 tones (60 dB) paired with footshocks (0.4 mA, 1 min interval). The tone was presented for 20 s and each electric shock was administered during the last 2 s. During intershock intervals, freezing (immobility, except for respiratory movements) was measured as an expression of fear learning. At 24 h and 72 h after conditioning, mice were placed in a different context and were presented with the same tone for 3 min. Freezing was measured as an expression of cue-induced fear memory. The freezing data were recorded, stored, and analyzed using ANY-maze software (Stoelting, Wood Dale, IL, USA).

### 4.9. Light/Dark Box

During the light/dark box test, each mouse was placed in the middle of the dark compartment of the light/dark box. The apparatus consisted of two compartments (20 cm × 20 cm × 14 cm each), one of which was made of black Plexiglas lit by a dim light (50 lux). The other compartment was made of white Plexiglas and was illuminated with a lamp (300 lux). The 5 min trials were video-recorded and analyzed using ANY-maze software (Stoelting).

### 4.10. Y Maze

The Y-maze test was performed as previously described [47]. The apparatus consisted of three identical arms. For each mouse, the three arms of the Y-maze were randomly pre-assigned as the ‘start’ arm. The mouse was placed in that arm and allowed to freely explore the apparatus for 5 min. Mice exploratory behavior was assessed visually by scoring the successive entries into each of the three arms in overlapping triplet sets. Spontaneous alternations were calculated as the percentage ratio of the actual number of three successive different arms entries to the possible number of triplet sets (total arm entries minus two).

### 4.11. Statistical Analysis

Camk1g gene expression changes after dexamethasone injection and after stress were analyzed with Student’s *t* test using R 4.0.4 (R Foundation for Statistical Computing, Vienna, Austria). Fear conditioning measures were analyzed using two-way ANOVA with repeated measures for genotype and subsequent foot-shock factors in fear acquisition and for genotype and subsequent retrieval factors in retrieval using GraphPad Prism version 8.0.0 (GraphPad Software, San Diego, CA, USA). Light/dark box and Y maze measures were analyzed with Student’s *t* test using GraphPad Prism version 8.0.0.

## Figures and Tables

**Figure 1:**
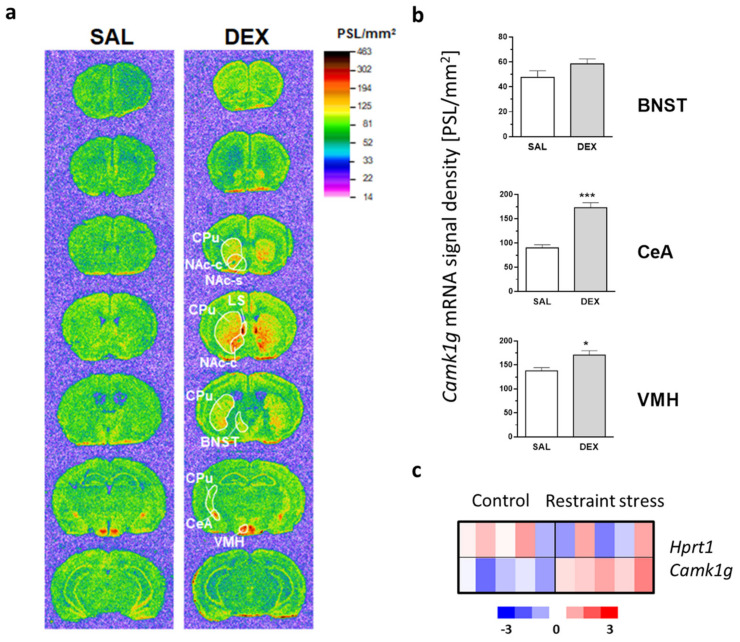
Camk1g distribution and regulation following dexamethasone (DEX) injection and restraint stress. (**a**) In situ hybridization autoradiograms depicting the brain distribution of Camk1g mRNA and its up-regulation by dexamethasone (DEX). The animals were sacrificed 4 h after the administration of DEX (16 mg/kg, i.p.) or saline (SAL). Optical densities of the autoradiograms, expressed in photostimulated luminescence units/mm^2^ (PSL/mm^2^), have been color-coded according to the scale in the upper right corner. The images are representative of 4 animals per group. (**b**) The plots show the results of a quantitative hybridization signal analysis in selected brain regions. The data, presented as mean ± SEM (*n* = 4), were analyzed by the unpaired two-tailed *t*-tests. *—*p* < 0.05; ***—*p* < 0.001. (**c**) Changes in Camk1g mRNA abundance levels in the amygdala of 5 mice per group after restraint stress compared with a housekeeping gene (Hprt1). The heatmap shows a z-scored abundance of log2-transformed counts for each gene as measured with microarray profiling. T-test *p*-value: Camk1g = 0.002; Hprt1 = 0.46. Abbreviations: BNST—bed nucleus of stria terminalis; CeA—central nucleus of amygdala; CPu—caudate/putamen; LS—lateral septum; NAc-c—nucleus accumbens core; NAc-s—nucleus accumbens shell; VMH—ventromedial hypothalamic nucleus.

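Hprt1, the housekeeping gene of the heatmap (Hprt in the array's annotation), had a log2 intensity of 13.52 ± 0.19 (SD, n = 5 mice) after restraint and 13.61 ± 0.15 (SD, n = 5) in control mice at its brightest probe (ILMN_2704499). The difference of -0.09 (SE 0.12) was smaller than the SD within either group (two-sided exact permutation test, p = 0.397). The other probes of the gene gave differences of 0.00 and 0.13, with SDs of 1.02 and 0.84 among the control mice. Of 11 measured reference genes, Hprt1 included, none passed limma's test over all features or when adjusted over the list alone, and 2 had an unadjusted p under 0.05, Tfrc with -0.46 (SE 0.16) and Actb with -0.26 (SE 0.11). Their median was -0.09 (camera, adjusted p = 0.0787; adjusted p = 0.379 with an estimated correlation). As z-scores over the 10 arrays, the brighter Camk1g probe lay between 0.11 and 1.50 in restrained mice and between -1.87 and -0.08 in control mice, and Hprt1 lay between -1.23 and 1.28 and between -0.98 and 1.25. The methods' t-test, two-sided and without adjustment, gave 0.00718 for Camk1g and 0.432 for Hprt1 on these values.

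**Figure D2:**
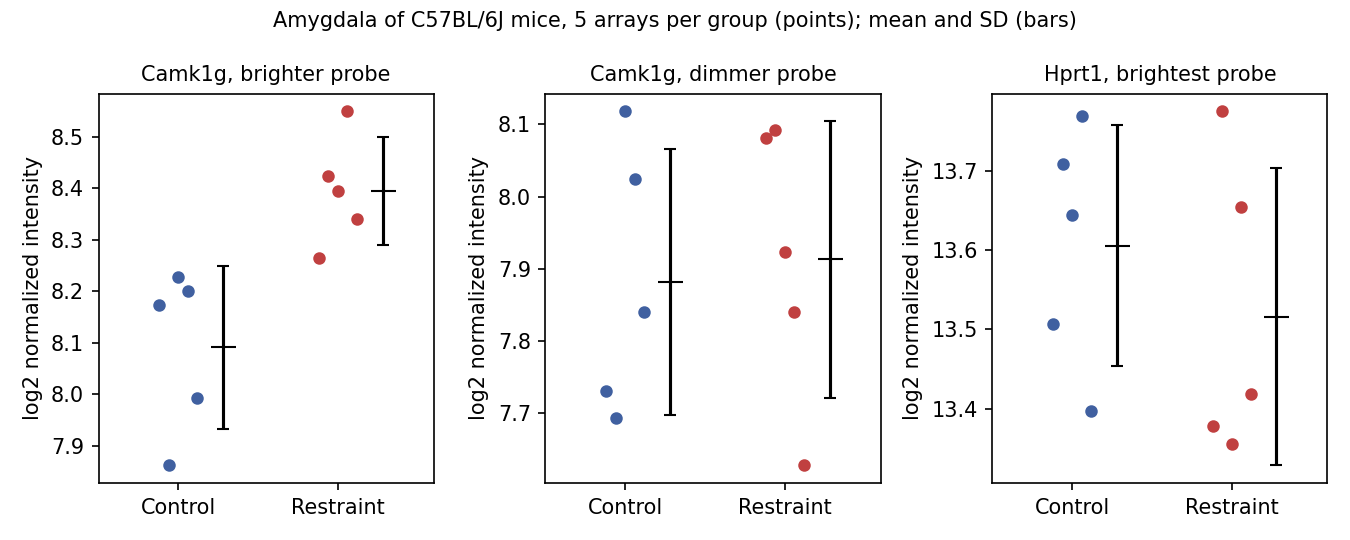
Log2 normalized intensity of the 2 Camk1g probes and of the brightest Hprt1 probe in each of 5 control and 5 restrained C57BL/6J mice (points, 1 per mouse), with the mean and SD of each group beside them. At the brighter Camk1g probe the restrained mice lie between 8.27 and 8.55 and the control mice between 7.86 and 8.23.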

**Figure 2:**
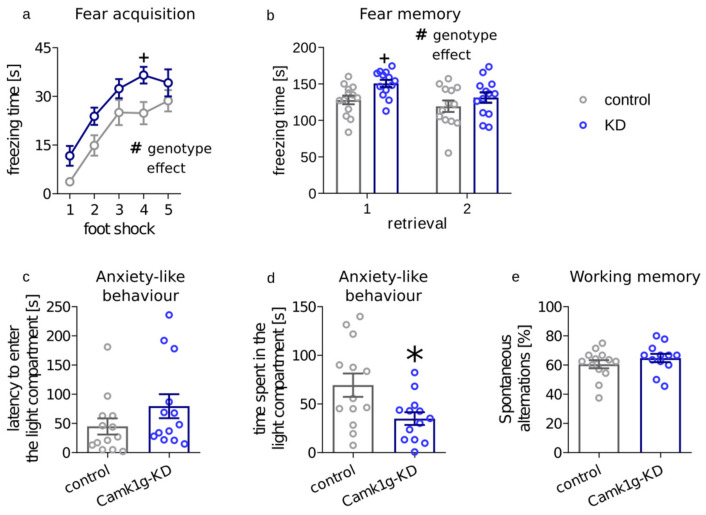
The behavioral effects of Camk1g knockdown in CeA. (**a**) Plot summarizing the freezing time of control (gray dots) and CeA-Camk1g-KD mice (blue dots) upon exposure to consecutive electric foot shocks. (**b**) Freezing behavior upon exposure to the cue during retrieval sessions performed at indicated sessions after the training. (**c**) Latency to enter the light compartment of the light-dark box (**d**) Total time spent in the illuminated compartment of the LD box (**e**) Spontaneous alterations measured in Y maze test. Mean ± SEM, * *p*  <  0.05 for genotype effect in *t* test, + *p*  <  0.05 for genotype effect in Bonferroni post hoc test, # *p*  <  0.05 for genotype effect in two-way ANOVA.

## Data Availability

Not applicable.

## Supplementary Materials

The following supporting information can be downloaded at: www.mdpi.com/article/10.3390/ijms232012328/s1.

# Supplementary material for: Glucocorticoid-Regulated Kinase CAMKIγ in the Central Amygdala Controls Anxiety-like Behavior in Mice
**Source:** Int J Mol Sci. 2022 Oct 14;23(20):12328. doi: 10.3390/ijms232012328
**Supplement:** Supplementary file 1

## Supplementary Figures

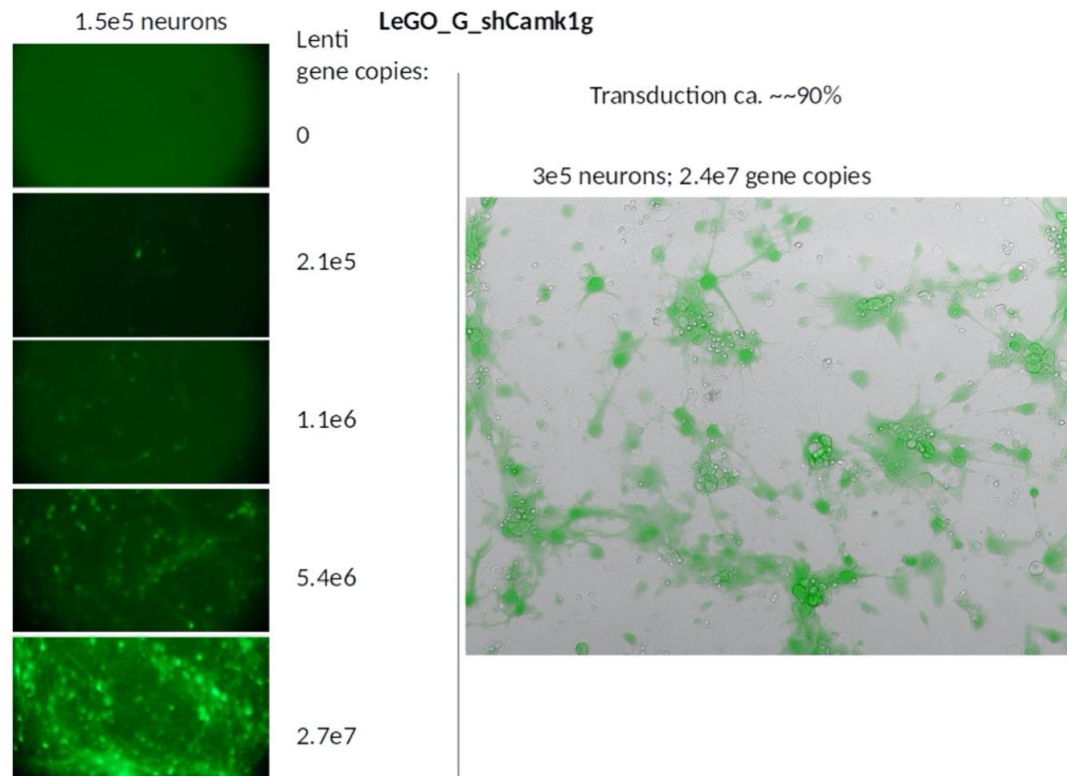

**Supplementary Figure S1.** Transfection efficiency based on the number of lentiviral particles used for primary neuronal culture transduction.

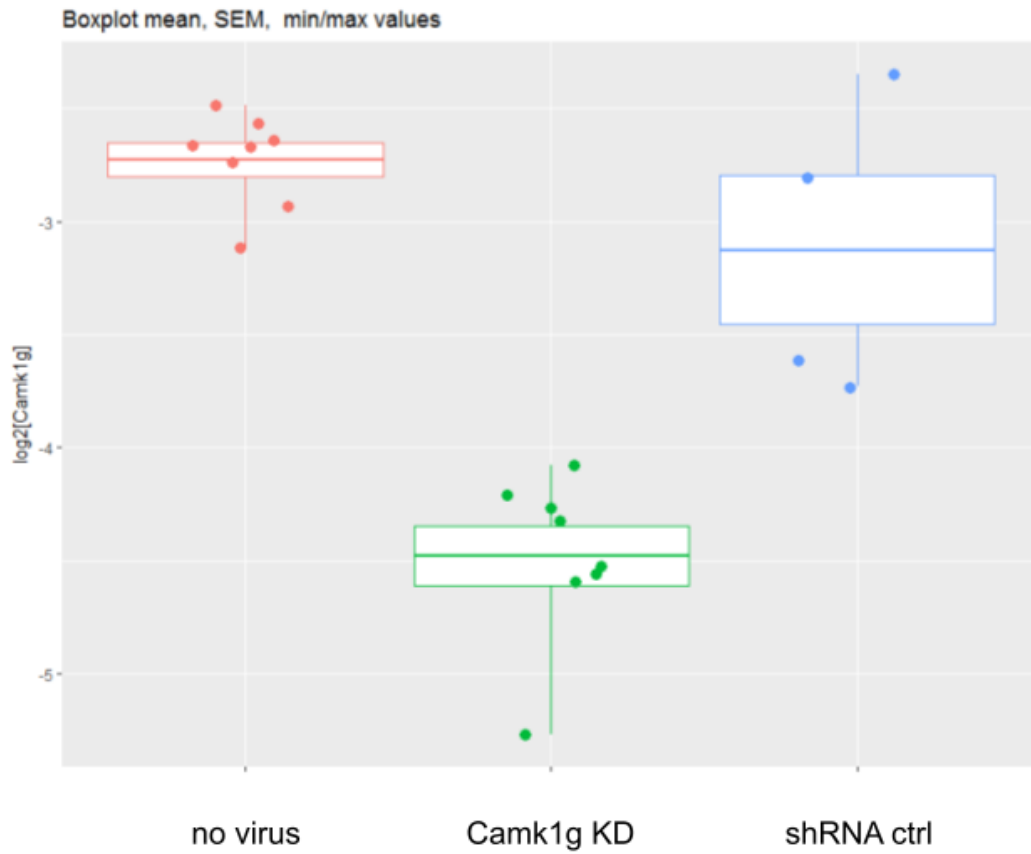

**Supplementary Figure S2.** Camk1g KD in primary neuronal cultures as validated by using qPCR. One-way ANOVA p-value 2.76e-07 \*\*\*, pairwise t-test p-values: Camk1g KD vs no virus 2.6e-07 \*\*\*, Camk1g KD vs shRNA ctrl 6.3e-05 \*\*\*, no virus vs shRNA ctrl 0.12.

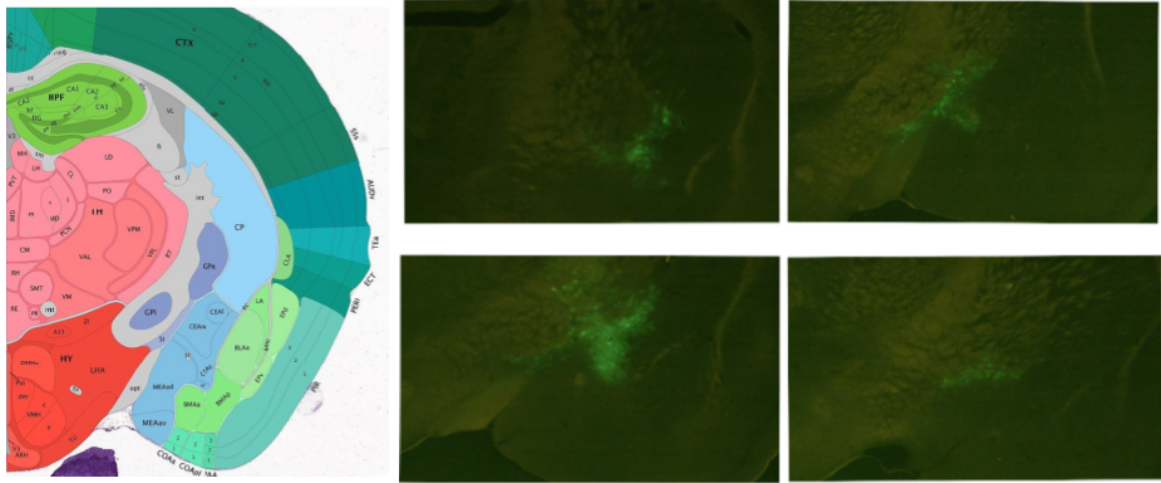

**Supplementary Figure S3.** The precision of injection of lentiviral shRNA for *Camk1g* into the CeA. Left panel - image from the Allen mouse brain atlas showing the location of the slices where the images were taken. Right panel - images from four representative animals are shown. Green - GFP signal from the transgene.

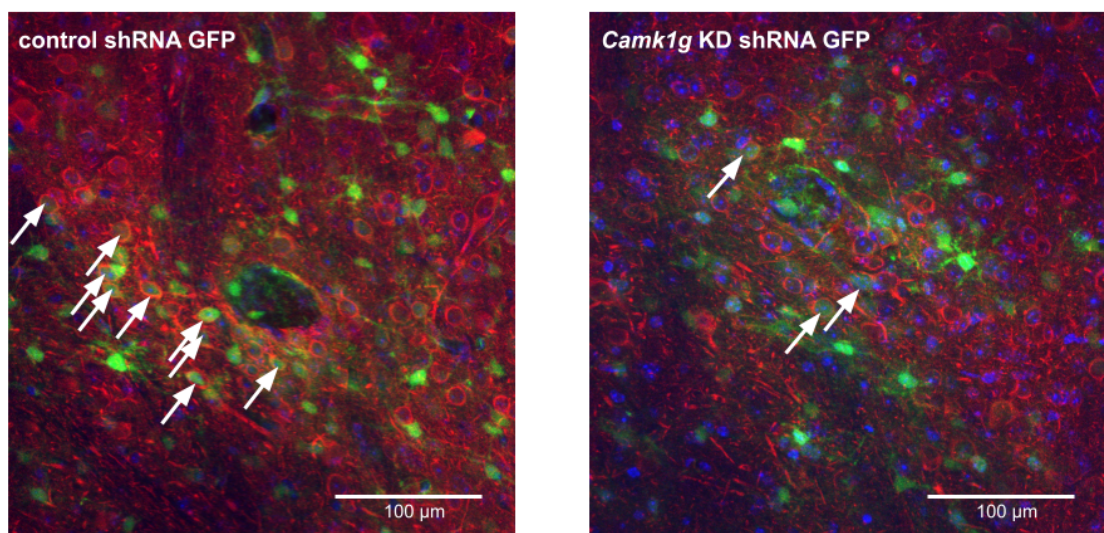

**Supplementary Figure S4.** Representative immunofluorescence images of *Camk1g* KD effect in the CeA. Red - anti-*Camk1g* staining, green - GFP signal, blue - DAPI signal. Arrows point to cells having both GFP and anti-*Camk1g* signals. The number of cells positive for anti-*Camk1g* and GFP is lower in *Camk1g* KD animals and is generally associated with weak GFP fluorescence.

How the deposited data were processed for this re-analysis (not part of the article)

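Amygdala RNA of C57BL/6J and SWR/J mice was measured on 70 Illumina MouseWG-6 v2 arrays of 1 colour, with 1 mouse per array. The samples were grouped by strain and treatment from their labels and the paper. The paper's comparison uses 5 C57BL/6J control and 5 C57BL/6J restraint arrays. Of the other arrays, 59 belong to 10 further groups of the 2 strains (control, restraint, footshock, restraint and footshock, context, restraint and context) of 4 to 9 arrays each, and 1 whose labels name a context group in one place and the control group in another was left out. The in situ hybridization, knockdown, behavior and cell culture experiments were not analysed here.

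According to the methods, the authors scanned the chips on a BeadArray Reader, generated the signals with BeadStudio v3.0 and ran quality control with the BeadArray R package. They deposited the linear intensity of each probe without normalization, and a value table whose treatment is not given in the sources used here. Set against the unnormalized signals, the values the authors deposited in that table are log2 intensities quantile normalized over all 70 arrays, since a quantile normalization of the log2 signals gives them to within 0.0542 and each of the 70 columns correlates best with its own array. Whether background was subtracted before deposit is not given in the sources used here. The linear intensity shows no value near 0.

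Of 45281 probes, 1 with a missing value was dropped. The array annotation gives 1 gene symbol for 34884 probes, several for 18 and none for 10378, and symbols were updated through their gene identifiers. Probes with several symbols or none were kept under their probe name, and no coordinates are given because no genome build is named. The planned normalization (limma's neqc) needs detection p-values or control probes, which the unnormalized table does not carry, so the fallback fixed with it was used, which is normexp background correction with an offset of 50, quantile normalization and log2. Probes with a mean log2 value above the median of all probes were kept. Where a gene had several probes, the one with the highest mean stood for it. In the values of the 10 arrays 9171 genes had several probes, and of the called genes 4 had several that passed the filter, none with a difference of the opposite sign at another probe. The value of Camk1g differed between its probes.

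The 10 arrays of the paper's comparison were normalized and fitted on their own with lmFit and eBayes (limma 3.58.1 in R 4.3.3), over 15395 features. The other comparisons used all 69 assigned arrays, normalized together, with 1 mean per group and a shared spread over 15415 features. Calls are at a Benjamini-Hochberg adjusted p under 0.05. Camk1g, Hprt1 and list means were also compared with a two-sided exact permutation test over the 252 splits of 5 against 5. For this test the list means were taken from the values and features of the 69 arrays, also in the paper's comparison. The 18 gene lists were tested with limma's camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry, which tests whether a list's genes move one way on balance. Named in the text are the genes the paper names, the 10 largest rises and falls among called genes in the C57BL/6J restraint comparison, the 5 largest of each in the other counted comparisons, and the 4 members of each list with the largest absolute difference. The grouping, the tests, the lists, this rule and the alternatives were set before the data were examined, apart from those named as chosen later.

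The lists were glucocorticoid-induced genes, immediate early genes, circadian clock genes, heat shock and chaperone genes, calmodulin-dependent kinase genes, stress axis and steroid receptor genes, reference genes, and markers of the central amygdala, of excitatory cortical and basolateral amygdala neurons, of the striatum, of the hypothalamus, of GABAergic interneurons, and of oligodendrocytes, astrocytes, microglia, endothelial and mural cells, the choroid plexus and red blood cells.

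The fits were tested on simulated data. Noise was drawn independently for each gene and array, without the structure seen among the real arrays. Changes of 0.3, 0.6 and 1.2 were planted in 67, 67 and 66 genes. The shares recovered hold for these settings and may differ on the real arrays. With 10 arrays and 15395 features, 1.49% of genes with a planted log2 change of 0.3 were recovered, 37.3% with 0.6 and 87.9% with 1.2. With 69 arrays and the SWR/J restraint comparison over 15415 features, the shares were 5.97%, 65.7% and 97.0%. The number of arrays therefore limits the calls for changes as small as that of Camk1g.

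The alternatives were no background correction, the authors' value table, no filter on dim probes, every probe as its own feature, array quality weights, the chip or the chip series as a block, each chip series alone, the replicate number as a block, other sets of arrays in the fit, the methods' t-test with and without adjustment, and leaving out each array in turn. The chips and their 2 series were read from the chip numbers in the sample labels. The replicate numbers do not pair the mice in any source used here.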

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

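The fits without the 3 arrays that stand apart and without the 2 bright arrays, the gene lists in the comparisons the paper does not report, and the tests on bright arrays with chips and on the footshock response were chosen only after the results were seen. The other splits of the samples were set out before their outcome was seen, but the lists they were run on were picked after their camera results, and the test on strain variants was set out before its outcome was seen.

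The paper reports on Camk1g and Hprt1, and in the same 10 arrays 11 other features rose after restraint in C57BL/6J mice. Among 100 splits of these arrays, 2, the real one included, gave 11 calls or more, a share under 0.05, and the other one gave 814. A count so far above the real one points to a structure among the arrays, so the share does not exclude chance for the count. That split follows the order of the arrays on the second principal component (29.6% of the variance), and each of its sides holds arrays of both groups and both chip series. Without control replicate 1, restraint replicate 4 or restraint replicate 5 the count was 4, it was 5 without restraint replicate 1 or 2, 6 without control replicate 3 and 7 without control replicate 2. For the median of 0.49 of the glucocorticoid-induced genes and of 0.48 of the immediate early genes, 1 of the 100 splits, the real one, was as large, with 0.42 and 0.37 as the highest of the others. Both lists thus lay under the share of 0.05 set for these splits, and the mean of each gave an exact permutation p of 0.00794. For the heat shock and chaperone genes 1 split, the real one, was as large, by a small margin (0.226, highest other 0.223). Not every split was drawn and the list was picked after its camera result, so chance was not excluded. The median without control replicate 3, 0.15, lies below that other split, and the exact permutation p of the list's mean was 0.0397. For the circadian clock genes the splits did not exclude chance for the median (0.14, with 9 splits as large and 0.25 as the highest other), while the list's mean was higher in each restrained than in each control mouse (exact permutation p = 0.00794). For the striatal markers chance was not excluded (0.21, with 28 splits as large and 0.47 as the highest other; exact permutation p of the mean 0.381).

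In data the paper does not analyse, 4 genes changed after restraint in SWR/J mice. Tsc22d3, the unnamed probe ILMN_2486012 and Map3k6 rose by 0.62 (SE 0.09), 0.72 (SE 0.13) and 0.45 (SE 0.09) on the log2 scale, and Plekho2 was lower, at -0.81 (SE 0.16). These 3 that rose are also among the 11 of C57BL/6J mice. Of 100 splits of the SWR/J arrays, 5 gave as many calls, with 24 as the highest other, so chance was not excluded. The count was 1 without restraint replicate 2 or control replicate 1 and 2 without restraint replicate 3 or control replicate 5, and 14 with the chip as a block. It was 0 with only the arrays compared in the fit, within the first chip series and with the replicate block. A test of the strain difference itself called no gene (limma, 498 at an unadjusted p under 0.05, below the share that chance gives). Any split reaches a count of 0, so the 100 of 100 splits that did (highest other 1) say nothing about it.

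In C57BL/6J mice given footshocks, 8 genes rose against control mice. The largest rises were Sgk1 by 0.74 (SE 0.16), Anln by 0.62 (SE 0.13), Nostrin by 0.61 (SE 0.13), Fas by 0.60 (SE 0.13) and the probe ILMN_2486012 by 0.59 (SE 0.13). Each of these had an adjusted p = 0.0488 from limma, just under the threshold. Tsc22d3, named after its values were seen, rose by 0.58 (SE 0.09, adjusted p = 0.000232). Of 100 splits 3 gave as many calls, a share under 0.05, but the highest other gave 1659, which points to a structure. With such a structure the share of splits does not exclude chance for the count. That split follows the order of the arrays on the first principal component, and the 3 arrays of the first chip series lie on the same side of it. With the chip series as a block the count was 20 and with the chip as a block 24. It was 0 within the second series, with only the arrays compared in the fit and with the replicate block. The first series holds 1 C57BL/6J array of footshock alone, so no count is given for it. Leaving out any 1 array moved it, to 1 without footshock replicate 1, 2 or 5 or control replicate 2, 4 or 5, to 2 without footshock replicate 3 or control replicate 1, to 3 without footshock replicate 4 and to 5 without control replicate 3. For restraint before footshock against footshock alone the count was 0 (limma, 327 at an unadjusted p under 0.05, below the share that chance gives). The splits say nothing there for the same reason (100 of 100, highest other 1).

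The glucocorticoid-induced genes differed between the strains, with a median log2 difference after restraint of 0.20 in SWR/J against 0.48 in C57BL/6J in the fit of 69 arrays. The median of the difference was -0.30, negative in 22 of 25 genes (camera, adjusted p = 0.000175 with an estimated correlation), between -0.39 and -0.25 when any 1 of the 20 arrays was left out, -0.22 with the chip as a block (adjusted p = 0.0214 with an estimated correlation), and -0.22 and -0.38 within the 2 chip series (adjusted p = 0.253 and adjusted p = 0.0199 with an estimated correlation). Marker lists moved about as far or farther in the same test without a call at an estimated correlation, with -0.56 for the choroid plexus (adjusted p = 0.355; 0.42 and -1.28 within the 2 chip series), -0.27 for the striatum (adjusted p = 0.365; -0.79 and 0.12), -0.25 for oligodendrocytes (adjusted p = 0.355; -0.43 and -0.00847) and 0.35 for red blood cells (adjusted p = 0.355; 0.17 to 0.47 when 1 array was left out). Single arrays moved these medians by over 1.5 times. The choroid plexus median was -0.26 without C57BL/6J control replicate 5 and -0.36 without SWR/J restraint replicate 1, and the striatal median was -0.105 without SWR/J control replicate 4, -0.144 and -0.146 without C57BL/6J restraint replicates 2 and 3 and -0.430 without SWR/J restraint replicate 1. The oligodendrocyte median was -0.0290 without SWR/J restraint replicate 2, -0.105 without C57BL/6J restraint replicate 2 and -0.162 without SWR/J control replicate 4.

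A variant of the SWR/J genome under the probes stays open. The 22 members of the list that were not dimmer in SWR/J controls had a mean difference of -0.33 (SE 0.06, over genes). The 3 dimmer members had -0.21. Members were kept by their values on the same control arrays that enter the difference. This choice pushes the mean of the 22 down, so the test cannot decide. Bright SWR/J arrays together with the chips are argued against by the median of -0.26 that was left without the 2 bright arrays and with the chip as a block (camera, p = 0.00727 with an estimated correlation). A weaker response of SWR/J mice to stress in general stays open, since the same difference after footshock was -0.0192 (camera, p = 0.262 with an estimated correlation). Differences in the dissected tissue stay open, since the marker lists above moved about as far, though with values that rest on single arrays. A weaker response of these genes to restraint in SWR/J mice may be considered beside these, as a hypothesis found and tested on the same arrays.

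A single sample lay far from the others of its group in 10 of 86 groups tested, where chance gives about 1 in 20, or 4.3. The median signal was 220 on the array of C57BL/6J restraint and footshock replicate 1 (others 168 to 176) and 1183 on that of SWR/J context replicate 6 (others 153 to 306). The log2 value of Camk1g was 8.98 in C57BL/6J restraint and footshock replicate 2 (others 8.19 to 8.39), 9.11 in SWR/J context replicate 6 (others 8.04 to 8.49), 8.86 in SWR/J control replicate 4 (others 8.18 to 8.32) and 8.91 in SWR/J restraint replicate 2 (others 8.36 to 8.49). Among the C57BL/6J control arrays, Tsc22d3 was at 11.18 in replicate 3 (others 11.50 to 11.63) and Fas at 7.52 in replicate 4 (others 7.27 to 7.34). The mean of the stress axis and steroid receptor genes, centred over the 10 arrays, was 0.10 in control replicate 2 (others -0.04 to 0.00), and that of the oligodendrocyte markers was 0.13 in control replicate 4 (others -0.11 to -0.05).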

How the results depend on the processing

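The fits without the 3 arrays that stand apart and without the 2 bright arrays were chosen after seeing the data, as were 6 further versions of the methods' t-test (unnormalized log2 and linear signals, the authors' values on a linear scale, signals centred on each array's median, a smaller offset, and another test for unequal spread) and the gene lists within each chip series, with the chip or series as a block and without each array, and all other alternatives were planned.

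The median of the glucocorticoid-induced genes kept its direction in all 24 alternatives, between 0.42 and 0.55, and its call with camera's preset correlation. With an estimated correlation the call was lost within each chip series (adjusted p = 0.122 and adjusted p = 0.0777). The Camk1g difference in C57BL/6J mice was positive in all 25, between 0.03 (dimmer probe) and 0.41 (second chip series), and between 0.25 and 0.34 when 1 array was left out. It passed the threshold only under the methods' t-test without adjustment, with the same 0.30, and its adjusted p otherwise lay between 0.247 and 1.00. Without adjustment, that t-test gave 0.226 within the first chip series, 0.799 at the dimmer probe, 0.103 and 0.0947 on unnormalized log2 and linear signals and 0.194 on centred signals. The causes were not tested, the smaller number of mice in 1 chip series included. Hprt1 changed sign at its other probes (0.00403 and 0.13), with array weights (0.0247) and within the first chip series (0.00112), and no difference passed.

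The 11 genes changed after restraint in C57BL/6J mice became 40 with array weights, 6 and 802 with the methods' t-test after and without adjustment, 0 and 1 within the first and the second chip series, 3 without the 3 arrays that stand apart, 56 in the fit of all 69 arrays and 109 with the chip as a block there. All 11 were shared with the 56. The 802 are close to the share of 0.05 that chance gives without adjustment. Leaving out 1 array gave 4 to 10, with 4 without control replicate 1, restraint replicate 4 or restraint replicate 5, 5 without restraint replicate 1 or 2, 6 without control replicate 3 and 7 without control replicate 2. For SWR/J restraint the 4 became 2 without a filter on dim probes, 14 with the chip as a block, 0 within the first chip series, 2 without the bright arrays, 0 with only the arrays compared, and 1 to 5 when 1 array was left out (1 without control replicate 1 or restraint replicate 2, 2 without control replicate 5 or restraint replicate 3). For footshock in C57BL/6J mice the 8 became 1 without a filter, 2 with every probe kept and 24 with array weights. They became 20 and 24 with the chip series and the chip as a block, and 0 within the second series. The first series, with 1 array of footshock alone, is given no count. The 8 became 18 without the bright arrays and 0 with only the arrays compared. Leaving out 1 array gave 1 to 5, each of the 10 arrays moving the count by over 1.5 times. The strain difference in restraint gave 1 gene with the chip as a block. Fewer arrays were fitted within a series or with only the arrays compared. Whether this or another cause accounts for the changed counts was not tested.

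The replicate numbers do not pair the mice. Same-numbered control and restraint arrays of C57BL/6J deviated with correlations of -0.44, 0.42, 0.48, -0.35 and -0.26, and 1 of 5 correlated best with its own number. With the replicate block the count was 1 after restraint in C57BL/6J mice, 0 in SWR/J mice and 0 after footshock.

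Camk1g in the other comparisons never passed the threshold and changed sign at its dimmer probe in the strain difference (0.30), in restraint before footshock in SWR/J (0.11), in footshock in C57BL/6J (-0.0193) and in restraint before the context in C57BL/6J (-0.12) and SWR/J (0.0854). Within the first chip series it changed sign in the strain difference (0.0723) and in footshock in SWR/J (-0.0450). It also did so there in restraint before footshock in C57BL/6J (-0.27), a value that rests on 1 array of footshock alone. For restraint before the context in SWR/J it changed sign with array weights (0.15) and without the bright arrays (0.10).

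Named genes and their comparisons form 91 pairs, which gave 2166 values over the alternatives. Of these values 1860 kept direction and call, 197 lost the call, 32 gained it and 77, in 26 genes, changed sign, none of them a called gene. With array weights, Nr3c1 was at -0.18, Camk2a 0.0784, Creb1 0.0176, Nts -0.0447, Tac2 -0.0455, Rgs9 -0.00549, Hcrt -0.0471, S100b -0.0283, Ctss -0.23, Hbb-bt 0.13 and Hba-a1 0.0629. Within the first chip series, Tac2 was at -0.0918, Nrn1 0.00218, Pmch -0.0119, Hcrt -0.45, Oxt -0.0986, Ttr -0.0812, Clic6 -0.36, Kl -0.57, Otx2 -0.26 and Hba-a1 0.00732. Within the second, Nr3c1 was at -0.14, Camk1 -0.0297, Camk2a 0.0548, Creb1 0.13, Avp -0.0652, Drd1 -0.0518, Sst -0.00998 and Mog -0.00936. With all 69 arrays and the chip as a block, Camk1 was at -0.0274, Camk2a 0.14, Avp -0.19, Nts -0.044, Nrn1 0.0412, Alas2 0.0178 and Hba-a1 0.077. Without the 3 arrays that stand apart, Nr3c1 was at -0.28, Camk2a 0.0702, Creb1 0.10, Hspe1 -0.0827, Nts -0.0762, Hcrt -0.26, S100b -0.22, Ctss -0.42, Alas2 0.0748, Hbb-bt 0.19 and Hba-a1 0.24. When 1 array was left out, the range was -0.0557 to 0.0803 for Camk2a, -0.0971 to 0.17 for Avp, -0.14 to 0.17 for Hba-a1, -0.15 to 0.25 for Nr3c1, -0.11 to 0.0714 for Creb1, -0.0587 to 0.51 for S100b, -0.22 to 0.41 for Ctss, -0.22 to 0.12 for Hbb-bt, -0.0396 to 0.16 for Camk1, -0.0386 to 0.29 for Mog, -0.14 to 0.00484 for Slc4a1, -0.0788 to 0.22 for Tac2, -0.0228 to 0.46 for Hcrt and -0.27 to 0.0766 for Alas2. No difference that changed sign had an unadjusted p under 0.05, and the causes were not tested. Leaving out detection filters could not be run in its planned form because the signals carry no detection p-values, and the filter on mean intensity was dropped instead.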

Differences from the paper's values

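The alternatives below were set before the data were examined, except 7 named as chosen after seeing the values.

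The paper's t-test p for Camk1g after restraint is 0.002, and the methods' t-test on the values used here gave 0.00718. None of the 16 alternatives set before the data were examined came within 1.5 times of the paper's value. They gave 0.00643 to 0.799, with 0.00692 on the authors' value table, 0.00685 without background correction, 0.00718 on values normalized over all 69 arrays, 0.226 within the first chip series, 0.0246 within the second and 0.799 at the dimmer probe. After it was seen that the values differ, 7 more versions were tried, and none came within 1.5 times either. They were unnormalized log2 signals (0.103), unnormalized linear signals (0.0947), the authors' values on a linear scale (0.00606), log2 signals centred on each array's median (0.194), a smaller background offset (0.00743), a test for unequal spread (0.00899) and the fit without the 3 arrays that stand apart (0.0148). Of the 23 in all, 5 were over 0.05.

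The direction is the same as in Fig. 1c, where each restrained mouse lies above each control mouse, as it did here at the brighter probe. For Hprt1 the paper's p is 0.46, and the same test gave 0.432 here and 0.460 on the authors' value table.

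The paper states that Camk1g was upregulated after restraint and gives no adjustment over the genes of the array. With limma and adjustment over 15395 features the difference of 0.30 had an adjusted p = 0.883, and its exact permutation p was 0.00794. The 1 setting run that calls it is the methods' t-test without adjustment, under which 802 features are called.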

Other observations

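The gene lists in comparisons the paper does not report, and the tests on chips, on central amygdala markers and on the 2 Camk1g probes, were chosen only after results were seen, and the test of Camk1g against the glucocorticoid-induced genes was set out before its outcome was seen.

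Restraint also moved the glucocorticoid-induced and immediate early genes in footshocked C57BL/6J mice and in SWR/J mice without footshock. The lists for prior restraint in footshocked SWR/J mice are not given here. In C57BL/6J mice given footshocks, prior restraint gave a median log2 difference of 0.17 for 25 glucocorticoid-induced genes, positive in 21, and of 0.29 for 20 immediate early genes, positive in all 20 (camera, adjusted p = 0.000687 and adjusted p = 0.000641 with an estimated correlation). With the chip as a block these were 0.15 (adjusted p = 0.0294 with an estimated correlation) and 0.27 (adjusted p = 0.0154). Within the 2 chip series they were 0.10 and 0.18, and 0.47 and 0.20 (adjusted p = 0.0518 with an estimated correlation in the second). The values of the first series rest on 1 array of footshock alone. In the same comparison oligodendrocyte markers moved farther and the other way, with a median of -0.35, negative in all 9 (adjusted p = 0.000541 with an estimated correlation, adjusted p = 0.0232 with the chip as a block). Of these markers 6 were lower when adjusted over the list alone. The median was -0.55 within the first chip series, with 1 array of footshock alone, and -0.27 within the second. Whether a difference in cell types has a part in the 0.17 and 0.29 stays open. No single gene passed limma's test there (327 had an unadjusted p under 0.05, below the share that chance gives). Adjusted over the list alone, 1 glucocorticoid-induced gene and no immediate early gene was higher. The exact permutation p of the list means was 0.00794 and 0.0238. In SWR/J mice, restraint gave medians of 0.20 for the glucocorticoid-induced genes, 0.26 for the immediate early genes and 0.19 for the heat shock and chaperone genes (adjusted p = 1.05e-05, adjusted p = 0.0133 and adjusted p = 0.00842 with an estimated correlation), with 6, 2 and 1 higher when adjusted over the list alone. The heat shock median was 0.0826 without SWR/J restraint replicate 4 and 0.0916 without restraint replicate 1, and the exact permutation p of the list means was 0.0159, 0.0159 and 0.0714. The immediate early call was lost without SWR/J control replicate 3 (adjusted p = 0.0661), restraint replicate 2 (adjusted p = 0.0714) or restraint replicate 4 (adjusted p = 0.0527) and within both chip series (adjusted p = 0.352 and adjusted p = 0.261 with an estimated correlation), and the heat shock call within both chip series (adjusted p = 0.588 and adjusted p = 0.261) and with the chip (0.13, adjusted p = 0.0730 with an estimated correlation) or the chip series as a block (adjusted p = 0.0573). Within the second chip series the glucocorticoid call was lost as well (0.18, adjusted p = 0.261 with an estimated correlation), and within the first it was kept (0.44). Markers of the choroid plexus and of red blood cells had medians of -0.39 and 0.27 in SWR/J mice, without a call (camera, adjusted p = 0.550 for each with an estimated correlation). Those of oligodendrocytes had -0.09, and gained a call without restraint replicate 1 (-0.23, adjusted p = 0.0331 with an estimated correlation).

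Gene lists also differed between footshocked and control C57BL/6J mice, with the same control arrays as in the restraint comparison. All 15 circadian clock genes were above control, with a median of 0.28 (camera, adjusted p = 7.88e-08 with an estimated correlation) and 0.24 with the chip as a block. The clock median was 0.27 within the first chip series, which holds 1 array of footshock, and 0.25 within the second. It was 0.176 without control replicate 3 and 0.181 without control replicate 1, and 2 clock genes were higher when adjusted over the list alone. The glucocorticoid-induced genes had a median of 0.25 (adjusted p = 1.22e-06 with an estimated correlation), with 8 higher when adjusted over the list alone. Oligodendrocyte markers had a median of 0.27, positive in all 9. Their call was lost with the chip as a block (adjusted p = 0.156 with an estimated correlation), within the second chip series (adjusted p = 0.0592) and without footshock replicate 2 (0.24, adjusted p = 0.0735). This comparison and that of prior restraint in footshocked mice share the 5 footshocked arrays, so a chance shift of these arrays moves the 2 oligodendrocyte values in opposite directions. Heat shock and chaperone genes had a median of 0.12 after footshock (adjusted p = 0.0102 with an estimated correlation). This call was lost without control replicate 3 (0.0570, adjusted p = 0.109) and without footshock replicate 4 (0.0729, adjusted p = 0.119). It was also lost with the chip (adjusted p = 0.0683) or the chip series as a block (adjusted p = 0.0819). The median was 0.0547 without control replicate 4, 0.0609 without footshock replicate 1 and 0.201 without footshock replicate 2. The exact permutation p of the list means after footshock was 0.0238 for the clock, 0.00794 for the glucocorticoid-induced, 0.0159 for the oligodendrocyte and 0.238 for the heat shock genes. Whether a difference in cell types has a part in the clock, glucocorticoid and heat shock values stays open. Markers of red blood cells (0.32), the striatum (0.17) and the hypothalamus (0.14) had larger medians than the heat shock list. They gave no call (camera, adjusted p = 0.279, adjusted p = 0.592 and adjusted p = 0.279 with an estimated correlation).

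Camk1g did not pass limma's test in any of the other 8 comparisons, with adjusted p between 0.987 and 1.00. The log2 difference was 0.16 (SE 0.15) after restraint in SWR/J mice, with a strain difference of -0.14 (SE 0.22), 0.18 (SE 0.15) and -0.16 (SE 0.16) for prior restraint in footshocked C57BL/6J and SWR/J mice, and 0.09 (SE 0.15) and 0.12 (SE 0.16) for footshock. For restraint 14 days before the context it was 0.19 (SE 0.12) and -0.03 (SE 0.13). When 1 array was left out, these ranged from 0.0661 to 0.28 and from -0.23 to -0.0163 for SWR/J restraint and the strain difference, from 0.0423 to 0.27 and from -0.29 to -0.0652 for prior restraint in footshocked C57BL/6J and SWR/J mice, and from 0.00223 to 0.16 and from 0.0168 to 0.24 for footshock. With the chip as a block, prior restraint in footshocked C57BL/6J mice gave 0.28 (SE 0.15), and within the 2 chip series it gave -0.27 and 0.35. The -0.27 of the first series rests on 1 array of footshock alone.

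For the higher Camk1g signal after restraint in C57BL/6J mice, a difference between chips as the whole cause is argued against, only indirectly, by the 0.30 (SE 0.14) that was left with the chip as a block over 69 arrays. No chip held both a control and a restraint array of C57BL/6J mice, so the block rests on arrays of other groups. Limma gave this 0.30 an unadjusted p of 0.0403 and an adjusted p = 0.528. More central amygdala tissue in the restraint samples cannot be told apart, because the mean of its 7 markers was 0.11, and the gap to 0.30 has an SE of 0.12. A signal of 1 probe only cannot be told apart either, since the deviations of the 2 probes from their group means correlated with r = 0.358 over the 59 arrays of the other groups (permutation p = 0.00553, adjusted over 2 relations p = 0.0111; rho = 0.402, permutation p = 0.00157; r = 0.422 without the 2 farthest arrays). With the chip removed as well, r was 0.01, so that relation rests on differences between chips. The shuffles did not allow for the group means removed, so its permutation p-values are too small. A response to glucocorticoids may contribute, as a hypothesis that these arrays do not settle.

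As a hypothesis, Camk1g could follow the glucocorticoid-induced genes from mouse to mouse. With group and chip removed, the residuals of Camk1g and of the list's mean correlated over 69 arrays with r = 0.209 (permutation p = 0.0847, adjusted over 2 relations p = 0.0847) and rho = 0.260 (permutation p = 0.0309, also 0.0309 when adjusted over 2 relations). The shuffles took the 69 residuals as free although group and chip terms had been removed, so these permutation p-values are too small. Without the 2 arrays farthest on the list's mean, r was 0.183. It was 0.231 over the 36 C57BL/6J arrays and 0.193 over the 33 SWR/J arrays. An interval for r that allows for the removed terms runs from -0.08 to 0.47 and leaves both no relation and a moderate one open.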
